# Genistein Inhibits Prostate Cancer Cell Growth by Targeting miR-34a and Oncogenic HOTAIR

**DOI:** 10.1371/journal.pone.0070372

**Published:** 2013-08-01

**Authors:** Takeshi Chiyomaru, Soichiro Yamamura, Shinichiro Fukuhara, Hirofumi Yoshino, Takashi Kinoshita, Shahana Majid, Sharanjot Saini, Inik Chang, Yuichiro Tanaka, Hideki Enokida, Naohiko Seki, Masayuki Nakagawa, Rajvir Dahiya

## Abstract

**Objective:**

Genistein is a soy isoflavone that has antitumor activity both in vitro and in vivo. It has been shown that genistein inhibits many type of cancers including prostate cancer (PCa) by regulating several cell signaling pathways and microRNAs (miRNAs). Recent studies suggest that the long non-coding RNAs (lncRNAs) are also involved in many cellular processes. At present there are no reports about the relationship between gensitein, miRNAs and lncRNAs. In this study, we focused on miRNAs, lncRNA that are regulated by genistein and investigated their functional role in PCa.

**Method:**

Microarray (SurePrint G3 Human GE 8×60K) was used for expression profiling of genistein treated and control PCa cells (PC3 and DU145). Functional assay (cell proliferation, migration, invasion, apoptosis and cell cycle assays) were performed with the PCa cell lines, PC3 and DU145. Both in vitro and in vivo (nude mouse) models were used for growth assays. Luciferase reporter assays were used for binding of miR-34a to HOTAIR.

**Results:**

LncRNA profiling showed that HOTAIR was highly regulated by genistein and its expression was higher in castration-resistant PCa cell lines than in normal prostate cells. Knockdown (siRNA) of HOTAIR decreased PCa cell proliferation, migration and invasion and induced apoptosis and cell cycle arrest. miR-34a was also up-regulated by genistein and may directly target HOTAIR in both PC3 and DU145 PCa cells.

**Conclusions:**

Our results indicated that genistein inhibited PCa cell growth through down-regulation of oncogenic HOTAIR that is also targeted by tumor suppressor miR-34a. These findings enhance understanding of how genistein regulates lncRNA HOTAIR and miR-34a in PCa.

## Introduction

Genistein is a dietary soy isoflavone. Its structure is similar to that of human 17-β-estradiol causing estrogenic and/or antiestrogenic effects [1]. Genistein is also a protein tyrosine kinase inhibitor [2] and has antitumor effects in vitro and in vivo. It has been shown that genistein inhibits many type of cancers including prostate cancer (PCa) [3], [4] through regulation of several cell signaling pathways such as the Wnt, Akt and JAK/STAT pathways [5]–[8].

Recent evidence suggests that non-coding RNAs (ncRNAs) are involved in many cellular processes. microRNAs (miRNAs), class of small ncRNAs about 22 nucleotides in length, function as negative regulators of target mRNAs transcriptionally and post-transcriptionally [9]. It is known that miRNAs regulate up to two-thirds of the human genome [10] and play important roles in numerous biological processes including development, differentiation, proliferation, angiogenesis, metabolism and pluripotency [11], [12]. It has been reported that genistein increased expression of tumor suppressor miR-146a, causing inhibition of the EGFR and NF-kB pathway [13], [14]. miR-27a has been reported to be a oncogenic miRNA regulated by genistein and regulates VEGF signaling by targeting ZBTB10 [15], [16]. Our previous studies showed that genistein treatment significantly down-regulated the expression of oncogenic miR-151 which directly targets SOX17 and ARHGDIA [17]. SOX17 was reported to be a tumor suppressor gene that inhibits WNT/β-catenin signaling by targeting both β-catenin and T-cell factor (TCF)/lymphoid enhancer factor (LEF) proteins [18]–[20]. ARHGDIA negatively regulates the Rho family of GTPases (Rho, Rac, and Cdc42) [21] that are involved in the WNT signaling pathway [22]. We also found that genistein down-regulates the RAC1 and EP300 genes that are important regulators of VEGF-mediated angiogenesis [23], [24] and the EGFR gene by up-regulating miR-574-3p [25].

NcRNAs are divided into two major classes based on transcript size; small ncRNAs and long ncRNAs (lncRNAs). lncRNAs are in general defined as RNA genes larger than 200 nucleotides that have no protein coding potential. Large scale sequencing of cDNA libraries and next generation sequencing indicate that lncRNAs in mammals number in the tens of thousands. So far, only 126 human lncRNAs have been functionally annotated in lncRNA data base [26]. Thus there are no reports about the relationship between gensitein and lncRNAs.

The HOX transcript antisense RNA (HOTAIR) gene is located within the Homeobox C (HOXC) gene cluster on chromosome 12 and encodes s 2.2 kb lncRNA molecule. This gene is shuttled from chromosome 12 to chromosome 2 by a component of the Polycomb Repressive Complex 2 (PRC2) and represses transcription of homeobox D (HOXD) genes [27]. 

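On the array of the genistein experiment, the probe named HOTAIR carried the accession NR_003716 and lay on chromosome 12 from 54356661 to 54356720 of hg19 (GRCh37), on the reverse strand. The design also held lincRNA probes for transcribed intervals that span 54356095 to 54362515 of this chromosome. There were 12 probes in this stretch, 6 on the reverse strand and 6 on the forward strand. Of the reverse-strand probes, 5 were named only as lincRNA, with no gene symbol.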

HOTAIR interacts with both PRC2 and lysine specific demethylase 1 (LSD1) complexes and couples histone H3 lysine 27 methylation and lysine 4 demethylation for epigenetic silencing of not only HOXD genes but also many other genes [28]. This gene is highly expressed in several cancers such as breast, colorectal, liver, pancreas, and laryngeal cancer [29]–[33]. High expression of HOTAIR in breast cancer is a predictor of metastasis and poor outcome [29]. HOTAIR is also thought to be a potential biomarker for the existence of lymph node metastasis in hepatocellular carcinoma [34]. HOTAIR is a negative prognostic factor and acts as an oncogene in pancreatic cancer both in vitro and in vivo [32]. Therefore in this study, we focused on the lncRNA HOTAIR that is regulated by genistein and investigated its functional role in PCa.

## Results

### Effect of Genistein Treatment on Proliferation, Apoptosis and Cell Cycle in PCa Cells

To verify the tumor suppressive features of genistein, we conducted function analysis. The MTS assay showed that the cell proliferation was reduced by genistein treatment in both PC3 and DU145 cells (Fig. 1A). Apoptosis assay demonstrated that genistein significantly induced apoptosis of DU145 cells (Fig. 1B). However, no significant effect of apoptosis was observed in PC3 cells. Cell cycle assay demonstrated that treatment with genistein caused G2/M phase cell cycle arrest in both PC3 and DU145 cells (Fig. 1C).

**Figure 1:**
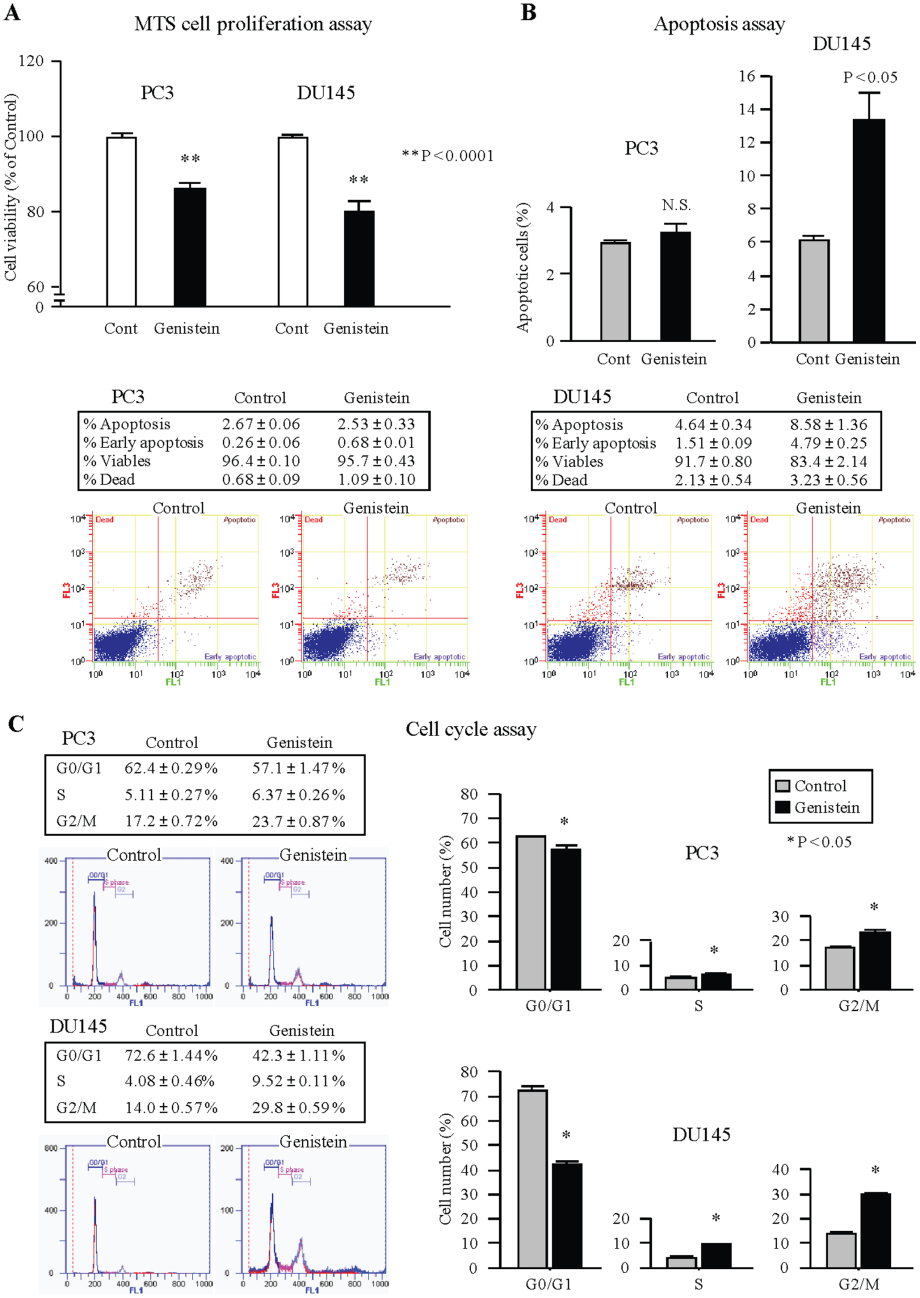
Effect of genistein treatment on PCa cells (PC3 and DU145). (A) Genistein significantly inhibits cell viability. Cell viability was analyzed by the MTS cell proliferation assay after 4 days treatment (25 µM). **, P<0.0001. *, P<0.01. Data are presented as the mean ± SE. (B) Apoptosis assay using flow cytometry. Representative quadrant figures of control and genistein (25 µM) treated cells in PC3 (left) and DU145 (right) cells. P<0.05. (C) The typical figures of cell cycle analysis of control, or genistein (25 µM) treated cells are shown. The bar chart shown on the right of each figures represents the percentage of the cells in G0/G1, S, or G2/M phase as indicated. *P<0.05.

### Identification of Target Genes and Molecular Pathways Regulated by Genistein in PCa

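PC3 and DU145 are established castration-resistant PCa cell lines, and genistein is an isoflavone found in soy. RNA of genistein treated and control cells was hybridized together on 1 Agilent SurePrint G3 array for each cell line. The treated RNA was labeled with Cy5 and the control RNA with Cy3, and the dyes were not swapped. The paper gives the treatment as 25 µM genistein for 4 days against vehicle (dimethylsulfoxide), whereas the deposited labels call the control untreated. The paper names a miRNeasy kit for the RNA extraction and the labels name Trizol. The log2 ratios of this experiment have no replicate check, and the number of arrays limits their precision. The authors deposited the scanner output of Agilent Feature Extraction. This software had subtracted the background, normalized the dyes and calculated log10 of Cy5 over Cy3 for every spot. These values were converted to log2 ratios of genistein over control, and spots of the same probe were averaged.
In PC3, 57.0% of the spots were well above background in Cy3 and 66.1% in Cy5. In DU145 these shares were 67.6% and 68.9%. Spots with an outlier flag were left out, 593 in PC3 and 472 in DU145, and 0 spots were saturated. Probes well above background in at least 1 channel of each array were tested, which were 25752 of 42405 probes (60.7%). The error that the software assigned to a log2 ratio had a median of 0.22 in PC3 and 0.21 in DU145 over the tested probes. It describes the measurement on the array and not the difference between cultures. A gene with several tested probes was represented by its brightest probe. The background correction, the filter on dim probes and this choice of probe could each change the counts of genes.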

To identify genes and pathways targeted by genistein in PCa cells, we performed gene expression profiling using genistein and vehicle (control) treated PC3 and DU145 cells. 

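After genistein treatment, 841 of 14575 tested genes had a log2 ratio below -0.5 in both cell lines, and 1210 genes had a log2 ratio above 0.5 in both. In PC3, whatever DU145 showed, 2356 genes were below -0.5 and 3431 above 0.5, and in DU145 these were 2324 and 2549 genes. These counts include the shared genes and 594 genes that were past 0.5 in opposite directions in the lines. Across genes, which are not independent replicates, the log2 ratios of the lines had a Pearson correlation of 0.319 and a Spearman correlation of 0.339. Of the 841 genes, 218 had more than 1 tested probe, and 147 of these had another probe that was not below -0.5 in both lines. Among processing alternatives, normexp background correction with loess normalization moved the count of lower genes most, to 450, of which 446 were among the 841. A limit of -1.0 in both lines gave 168 genes.
Limma, which tested the mean of both arrays against 0, called 0 of 25752 probes at an adjusted p of 0.05, with 3588 probes at an unadjusted p under 0.05. The smallest adjusted p of this limma fit was 0.323. When all 16 arrays of the same design were in the fit, with 1 mean per treatment, limma called 2423 probes for genistein, 1195 lower and 1228 higher. Treatments with 1 array add nothing to the spread of this fit, which comes from differences between cell lines under the same treatment. The spread was taken as equal for all treatments. Where it is wider for genistein than for the others, the 2423 calls are too many. The largest falls among genes past 1.0 in both lines were those of LOC100131094, RASL11A, C10orf10, TNFSF10 and BST2. The log2 ratio of LOC100131094 was -4.84 in PC3 and -1.46 in DU145, and that of BST2 was -3.18 and -2.15. TNFSF10 had -1.39 in PC3 and -4.04 in DU145. RASL11A had -4.25 and -1.54, and C10orf10 had -3.41 and -2.09. The largest rises were those of LCN2, ATF3, IL20RB, DDIT3 and TRIB3. LCN2 rose by 3.27 in PC3 and 4.00 in DU145, and ATF3 by 4.67 and 2.28. Over the 4 measured probes of ATF3 the values ranged from 0.60 to 4.69 in PC3 and from 0.06 to 2.38 in DU145. IL20RB rose by 5.09 in PC3 and 1.39 in DU145, DDIT3 by 3.71 and 2.62, and TRIB3 by 3.98 and 2.24. The software's error of these 10 genes lay well under each change.

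**Figure D1:**
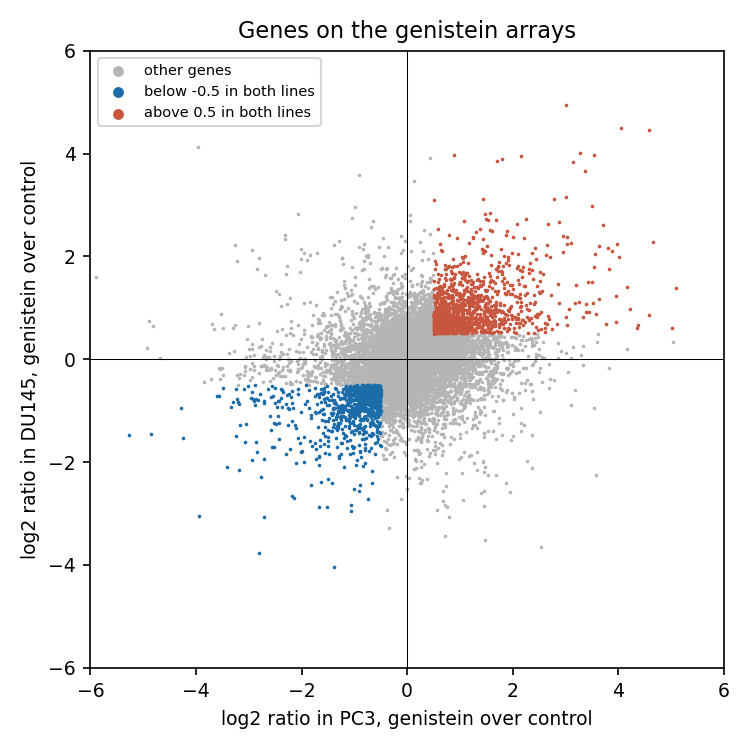
Log2 ratio of genistein over control in PC3 (x axis) and in DU145 (y axis), 1 point for each of the 14575 tested genes. The 841 genes below -0.5 in both lines are blue, the 1210 genes above 0.5 in both are red and all other genes are grey.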

The expression of 918 genes were significantly down-regulated in both PCa cell lines (average log2 ratio<–0.5, Table S1). These genes were assigned Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations using singular enrichment analysis of GeneCodis. Significantly enriched pathways in KEGG were identified such as ‘Pathways in cancer’, ‘Cell cycle’, ‘Regulation of actin cytoskeleton’ and ‘Jak-STAT signaling pathway’ (P<0.05, Table S2). 

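The 11 genes that Table S2 lists for regulation of actin cytoskeleton had a median log2 ratio of -0.73 in PC3 and -0.69 in DU145. The median of their averages, -0.71, lay at percentile 0.02 of 10000 random gene lists of the same size matched on signal. Of these genes, 10 had an average below -0.5. For the 10 genes listed for Jak-STAT signaling, the median was -0.70 in PC3 and -0.66 in DU145. Their averages had a median of -0.73 at percentile 0.02, with 9 genes below -0.5. The percentiles describe these arrays only. They are not independent evidence, because the lists were drawn from genes that the paper had selected on the same arrays. KEGG's full gene sets were not used here, so the enrichment itself was not recalculated.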

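Table S2 lists 22 genes for this pathway, and all 22 were measured. Of these, 20 had a log2 ratio below -0.5 in both PC3 and DU145. The exceptions were TPM3, with -0.53 in PC3 and -0.12 in DU145, and AKT2, with -0.46 and -0.53. For TPM3 the software's error of 0.20 in DU145 was larger than the change. The median of the averages over the list was -0.76, and 0 was its percentile among random lists. ARNT2 had the lowest average, with -1.42 in PC3 (error 0.29) and -1.39 in DU145 (error 0.24). JUP fell less in PC3, to -0.81 (error 0.22), than in DU145, to -1.40 (error 0.24). HDAC1 had -0.68 in PC3 and -0.72 in DU145, and PIAS3 had -0.78 and -0.54. CREBBP had -0.58 in PC3 and -0.91 in DU145, and TCF7L2 had -1.00 and -0.79. For 4 of the genes, TPM3, TCF7L2, AKT2 and RAC2, more than 1 probe was measured, and in all 4 some probe was not below -0.5 in both lines. On arrays of other treatments FZD9 had a mean log2 ratio of -0.75 and CBLB one of -0.84, so that after subtraction of this mean CBLB changed direction, to an average of 0.33. With normexp background correction 15 of the 34 genes named here as past 0.5 in both lines were no longer so. CBLB, CREBBP and FZD9 were among them.

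**Figure D2:**
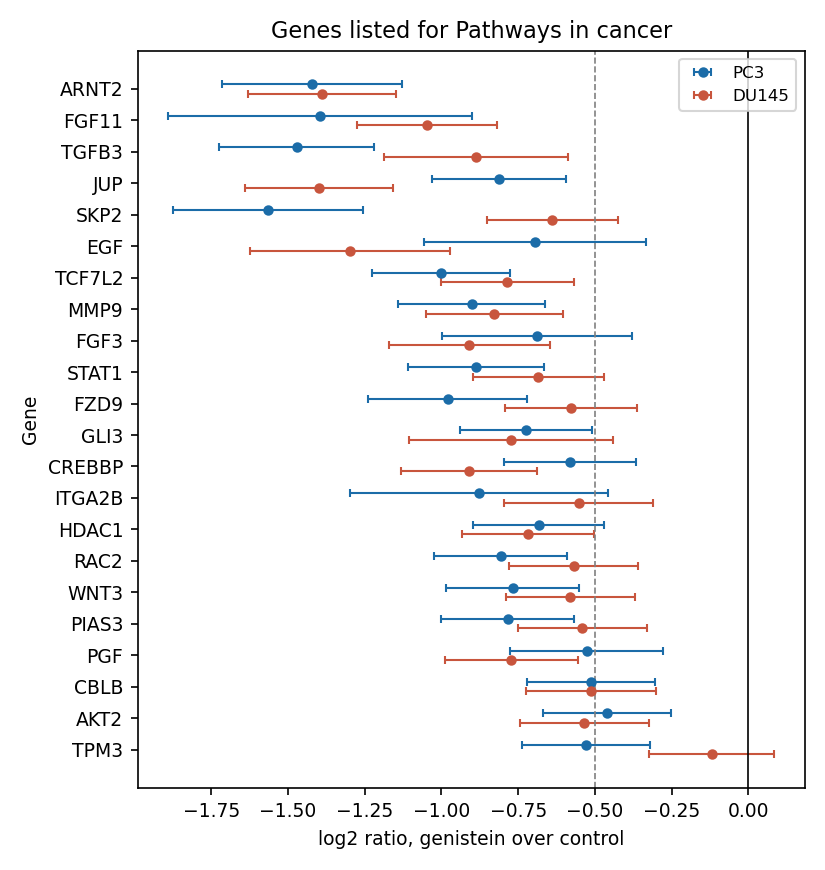
Log2 ratio of genistein over control (x axis) of the 22 genes of Pathways in cancer in Table S2 (y axis), in PC3 (blue) and DU145 (red). Bars are the error the software assigned to each value on its array, and the dashed line marks -0.5. TPM3 and AKT2 have a value to the right of the dashed line.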

We focused on the KEGG ‘Pathway in cancer’ and the genes in this pathway are highlighted in the KEGG map (Fig. S1).

To determine gene expression in PCa clinical samples, we performed expression analyses for all candidate target genes involved in the ‘Pathways in cancer’ using microarray expression data, which were approved by the Gene Expression Omnibus (GEO). The expression levels of these genes were examined in 47 PCa and 47 normal samples, as shown in the heat map diagram in Fig. S2. Genes up-regulated in PCa are shown in red, down-regulated genes are shown in blue, while white bars indicate genes that are expressed at similar levels in both. From this analysis, several crucial gene targets were identified, including histone deacetylase 1 (HDAC1), protein inhibitor of activated STAT, 3 (PIAS3), tropomyosin 3 (TPM3), transcription factor 7-like 2 (T-cell specific, HMG-box) (TCF7L2), aryl-hydrocarbon receptor nuclear translocator 2 (ARNT2), CREB binding protein (CREBBP), junction plakoglobin (JUP), and v-akt murine thymoma viral oncogene homolog 2 (AKT2).

### Identification of lncRNAs Regulated by Genistein in PCa

The SurePrint G3 Human GE 8×60K microarray platform also includes probes for lincRNAs. 

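Besides probes for named genes, the array held 8263 lincRNA probes, which cover 7405 genomic intervals and carry no gene symbol. Long intergenic non-coding RNAs (lincRNAs) are lncRNAs transcribed between protein-coding genes. A further 2388 probes matched named non-coding transcripts by their accession, which made 10651 lncRNA probes in all.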

To identify the lncRNAs regulated by genistein in PCa cells, we performed gene expression profiling. 

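Each interval and each named non-coding gene was taken as 1 lncRNA and represented by its brightest tested probe. Of these, 4863 lncRNAs were tested, 3897 of them lincRNA intervals and 966 named.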

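An lncRNA was called lower when its average log2 ratio was below -1.0 and its log2 ratio was below -0.5 in both PC3 and DU145. By this rule 225 lncRNAs were lower after genistein treatment, 178 lincRNA intervals and 47 named lncRNAs. In all 4 channels 176 of these were well above background. Among processing alternatives normexp moved the count of 225 most, to 32, all of which were among the 225. Named lncRNAs were taken by accession, so pseudogene transcripts such as HMGB3P1 and AQP7P1 and a transcript of the protein-coding gene TMEM8B are among them. Overlapping intervals of 1 locus were counted apart, so 225 is not a number of distinct genes. The mirror rule, with an average above 1.0 and both lines above 0.5, gave 248 higher lncRNAs. An average at or below -1.58, the paper's reported average for HOTAIR, was found for 53 of the 225 lncRNAs, of which 27 were well above background in all 4 channels. Among named lncRNAs alone these were 15 and 8.
The probe named HOTAIR, A_32_P168442, was not well above background in either channel in PC3, where its log2 ratio of 0.65 (error 1.01) gives no direction. In DU145 it was well above background and its log2 ratio was -0.82 (error 0.27). Of the 6 reverse-strand probes of the HOTAIR interval, 4 were well above background in all channels, and 0 were below -0.5 in both lines. Probe A_19_P00330814 had 0.22 in PC3 (error 0.35) and -1.23 in DU145 (error 0.24). Probe A_19_P00330464 had 0.21 in PC3 (error 0.29) and -1.01 in DU145 (error 0.23). Probe A_19_P00329806 had -0.08 in PC3 (error 0.21) and -0.53 in DU145 (error 0.21). This probe was above 0 on all 14 arrays of other treatments on the design, with a mean of 0.49. After subtraction of that mean it was below -0.5 in both lines, with -0.57 in PC3 and -1.02 in DU145. With the mean on the slide it was not, with -0.49 and -0.94. Probe A_19_P00326808 had -1.92 in PC3 (error 0.31) and 0.17 in DU145 (error 0.29). In DU145 the fall of A_19_P00330814, A_19_P00330464 and A_19_P00329806 was larger than the error of the software, and in PC3 the values of the same probes were within it. The mean over the 4 probes was -0.39 in PC3 and -0.65 in DU145.
For the other lncRNAs of Table 1, 1 lincRNA probe each had the paper's log2 ratios in both lines to within 0.005. The values for LOC100287628 were those of an interval on chromosome 16 from 10479917 to 10481598 (hg19), with -1.59 in PC3 and -1.35 in DU145. For LOC145474 it was an interval on chromosome 14 from 71954577 to 71956430, with -1.58 and -1.31. For C6orf147 it was an interval on chromosome 6 from 73983885 to 74019338, with -1.56 and -1.02. For LOC100507165 it was an interval on chromosome 11 from 121899032 to 121899389, with -1.13 and -1.05. The probe named LOC145474 had -1.42 in PC3 and -1.09 in DU145, and the probe named C6orf147 had -0.78 and -0.95. The paper states that HOTAIR had the largest effect among the lncRNAs and measures it by real-time PCR. It then turns to HOTAIR because an oncogenic function has been reported in several other cancers.

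**Figure D3:**
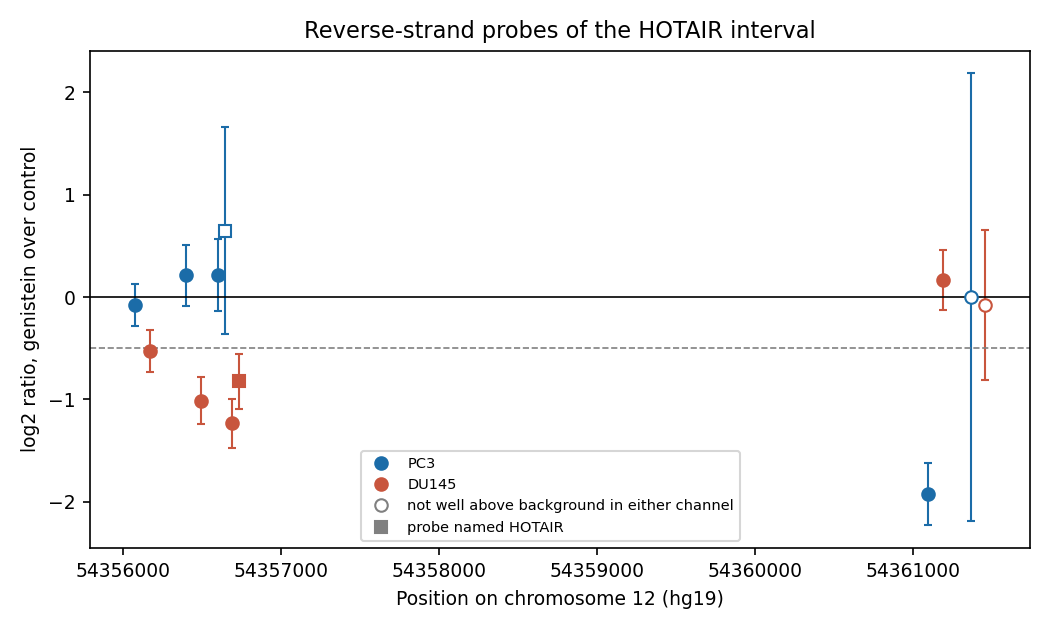
Log2 ratio of genistein over control (y axis) of the reverse-strand probes of the HOTAIR interval against their position on chromosome 12 of hg19 (x axis, base pairs), in PC3 (blue) and DU145 (red). Points of the lines are set slightly apart along the x axis, bars are the software's error, open symbols were not well above background in either channel, squares are the probe named HOTAIR and the dashed line marks -0.5. The lowest value in PC3, -1.92, and the lowest in DU145, -1.23, belong to different probes.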

Five lncRNAs were down-regulated in both PCa cell lines (average log2 ratio<−1.0, Table 1) with lncRNA HOTAIR showing the largest effect. To determine relative expression levels of HOTAIR in prostate cells, we performed quantitative real-time PCR using untreated PCa cell lines and compared them with normal prostate epithelial cells (RWPE-1). We observed that HOTAIR expression was significantly up-regulated in castration-resistant PCa cell lines (PC3 and DU145) compared to RWPE-1 cells (PC3 3.35-fold, DU145 6.47-fold) (Fig. 2A). To confirm the microarray data, we performed TaqMan quantitative real-time PCR analysis and observed that HOTAIR expression was significantly down-regulated with genistein treatment (Fig. 2B). Thus we focused on HOTAIR because many investigators have reported that HOTAIR has an oncogenic function in several other cancers (breast, liver, pancreas, colorectal cancers and laryngeal squamous cell carcinoma) [29]–[33].

**Figure 2:**
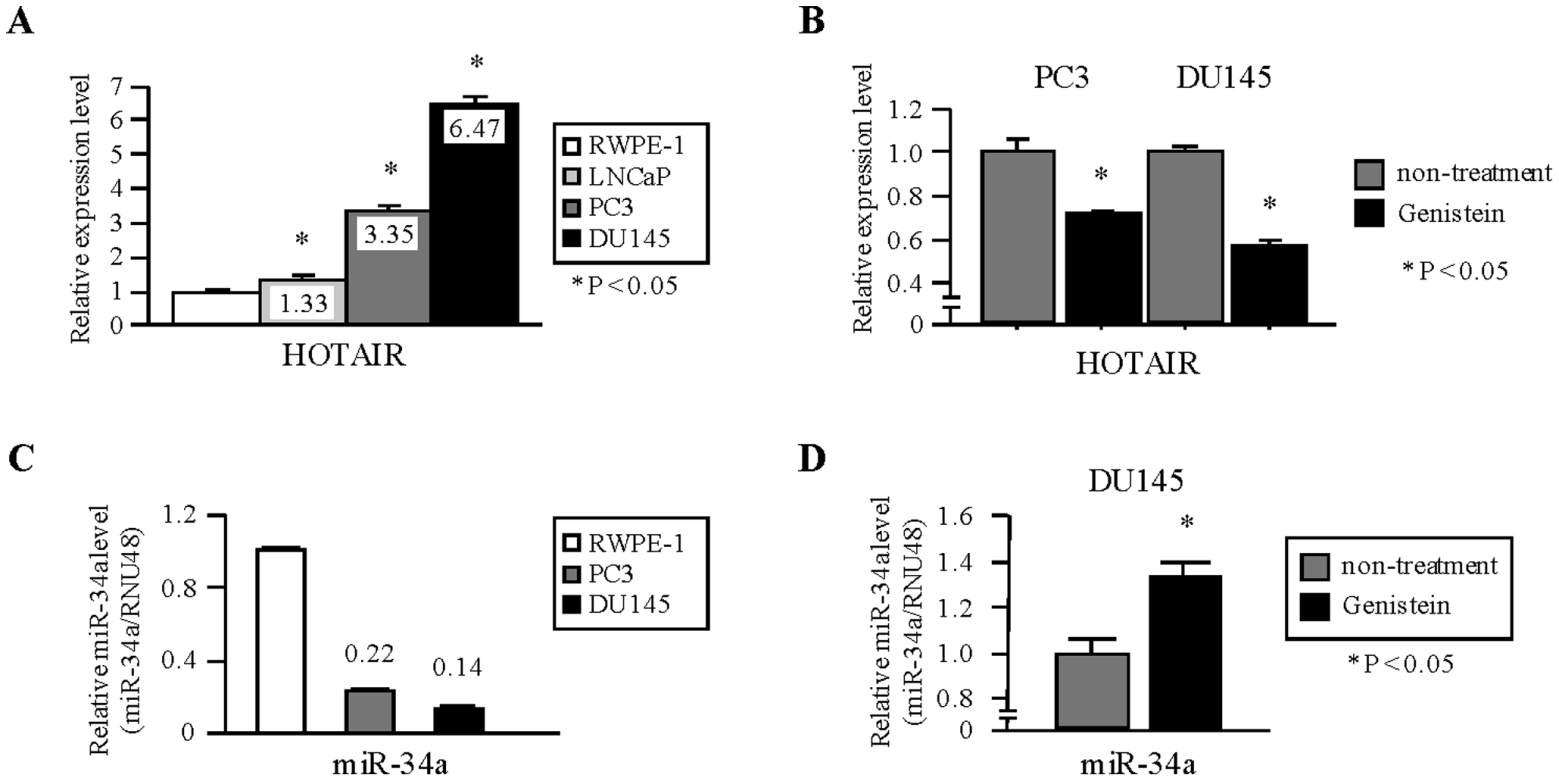
Effect of genistein treatment and expression of HOTAIR and miR-34a in PCa cells. (A) Expression of HOTAIR in PCa cell lines (LNCaP, PC3 and DU145) and normal prostate epithelial cells (RWPE-1). Real-time PCR showed that the expression levels of HOTAIR were up-regulated in castration-resistant PCa cell lines (PC3 and DU145). Data are presented as mean ± SE. *, P<0.05. (B) Expression levels of HOTAIR after treatment with genistein (25 µM). HOTAIR expression decreased by 30–40% in genistein treated cells compared with controls. HOTAIR expression was normalized to GAPDH. *, P<0.05. (C) Expression of miR-34a in PCa cell lines (PC3 and DU145) and normal prostate epithelial cells (RWPE-1). Real-time PCR showed that the expression levels of miR-34a were down-regulated in castration-resistant PCa cell lines (PC3 and DU145). miR-34a expression was normalized to RNU48. (D) Expression levels of miR-34a after treatment with genistein (25 µM) in DU145 cell. P<0.05.

**Table 1:** Genistein down-regulated lncRNAs (less than −1.00-fold).

No.	Entrez gene ID	Symbol	Gene name	Log 2 ratio		
				PC3	DU145	Average
1	100124700	HOTAIR	HOX transcript antisense RNA	−1.92	−1.23	−1.58
2	100287628	LOC100287628	uncharacterized LOC100287628	−1.59	−1.35	−1.47
3	145474	LOC145474	uncharacterized LOC145474	−1.58	−1.31	−1.45
4	387097	C6orf147	chromosome 6 open reading frame 147	−1.56	−1.02	−1.29
5	100507165	LOC100507165	uncharacterized LOC100507165	−1.13	−1.05	−1.09

### Regulation of HOTAIR Expression in PCa Cell Lines by miR-34a

Recently, it was reported that some miRNAs regulate the expression of lncRNAs [35]–[37]. To search for potential miRNAs that regulate HOTAIR, we used miRcode algorithm. In several candidate miRNAs targeting HOTAIR, we focused on miR-34a since our lab has been previously reported functions as a tumor suppressor and is down-regulated in PCa tissues [38]. To determine the relative expression levels of miR-34a in prostate cells, we performed quantitative real-time PCR using PCa cell lines (PC3 and DU145) and compared them with normal prostate epithelial cells (RWPE-1). We observed that miR-34a expression was significantly down-regulated in castration-resistant PCa cell lines (PC3 and DU145) compared to RWPE-1 cells (PC3 0.22-fold, DU145 0.14-fold) (Fig. 2C). To search for the effect of genistein to miR-34a expression, we performed TaqMan quantitative real-time PCR analysis and observed that miR-34a expression was significantly up-regulated with genistein treatment in DU145 cells (1.36-fold) (Fig. 2D).

In order to confirm the binding of miR-34a to HOTAIR, we performed luciferase reporter assays. HOTAIR has one predicted binding site for miR-34a (Fig. 3A) which we cloned into a luciferase reporter assay vector. Luciferase reporter assays demonstrated that miR-34a decreased the relative luciferase activities of the wild type vector (Fig. 3B). Mutation of the putative miR-34a binding sites also decreased the response to miR-34a indicating that miR-34a binds directly to HOTAIR. Quantitative real-time PCR analysis showed that the expression levels of HOTAIR in PC3 and DU145 were repressed in the miR-34a transfectants compared with the controls (Fig. 3C).

**Figure 3:**
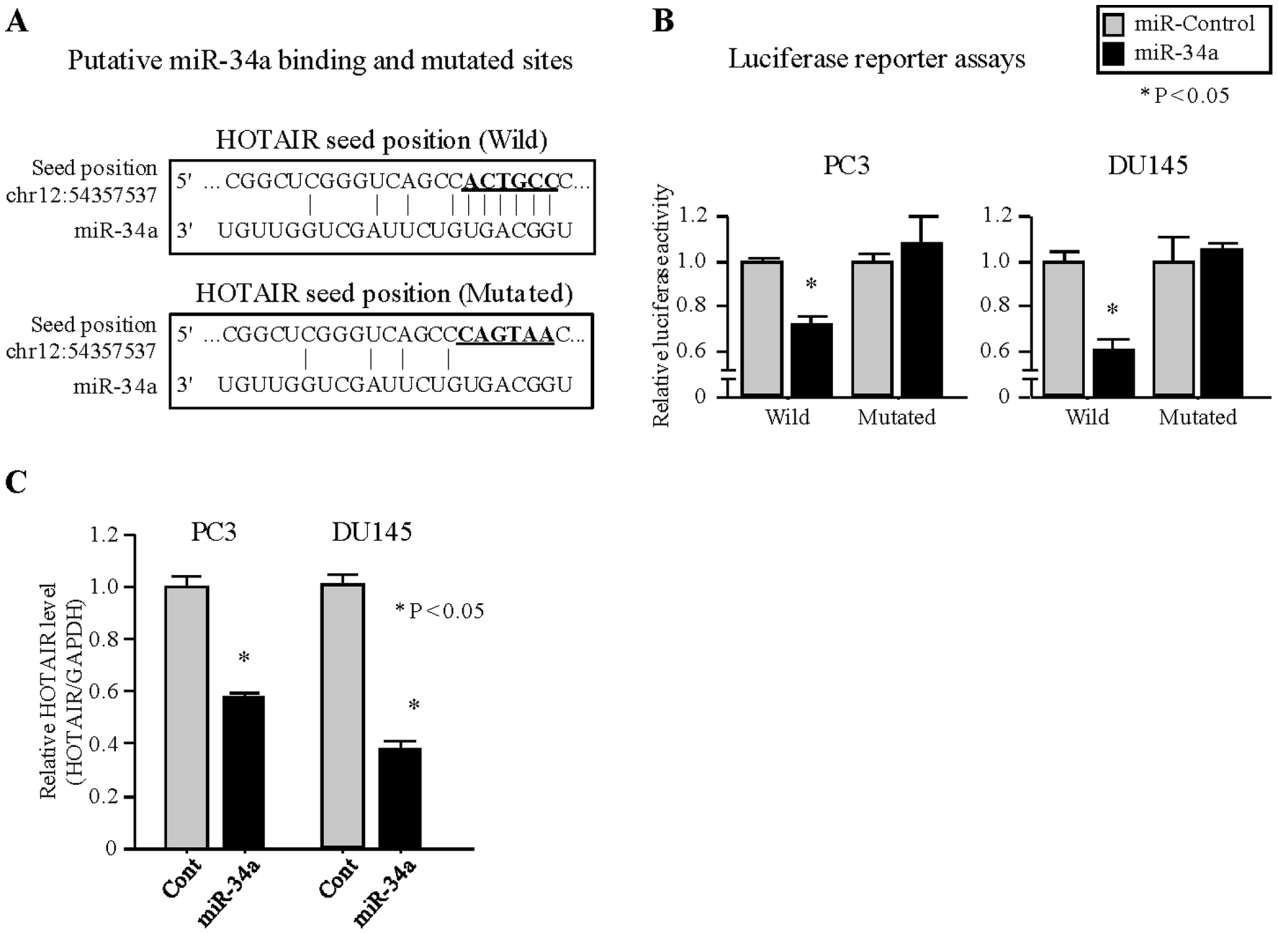
miR-34a regulates HOTAIR expression. (A) Putative miR-34a binding and mutated sites in HOTAIR. (B) Luciferase reporter assays using vectors encoding putative binding sites. PC3 and DU145 cells were transiently transfected with Pre-miR miRNA precursor or negative control, followed by transient transfection with basic vector or wild-type reporter plasmids or mutated plasmids for 24 hours. Reporter activity was measured by luciferase assay and normalized to the activity of Renilla luciferase. Data are presented as the mean ± SE. *, P<0.05. (C) The expression level of HOTAIR was determined by quantitative real-time PCR analyses after transfection with miR-34a mimics and negative control in PCa cell lines (PC3 and DU145). HOTAIR expression was normalized to GAPDH. *, P<0.05.

### In vitro and in vivo Effect of HOTAIR on PCa Cell Proliferation, Migration, and Invasion

To examine the functional role of HOTAIR, we performed loss-of-function studies using si-RNA knockdown with PC3 and DU145 cells. We initially confined that the expression of HOTAIR was markedly repressed in si-RNA transfectants compared to controls (Fig. 4A). Cell proliferation (Fig. 4B) and wound healing assay (Fig. 4C) showed significant inhibition in si-HOTAIR transfectants in both PC3 and DU145 cells compared to the control transfectants. Invasion assay (Matrigel) also showed that the number of invading cells was significantly decreased in si-HOTAIR transfectants compared with their control counterparts (Fig. 4D). To confirm the effect of HOTAIR on tumorigenicity in vivo, HOTAIR siRNA and si-control-transfected DU145 cells were subcutaneously injected into nude mice. We observed that knock-down of HOTAIR expression inhibited DU145 cell tumor formation in vivo (Fig. 4E). These results suggest that HOTAIR plays an important role in PCa cell progression.

**Figure 4:**
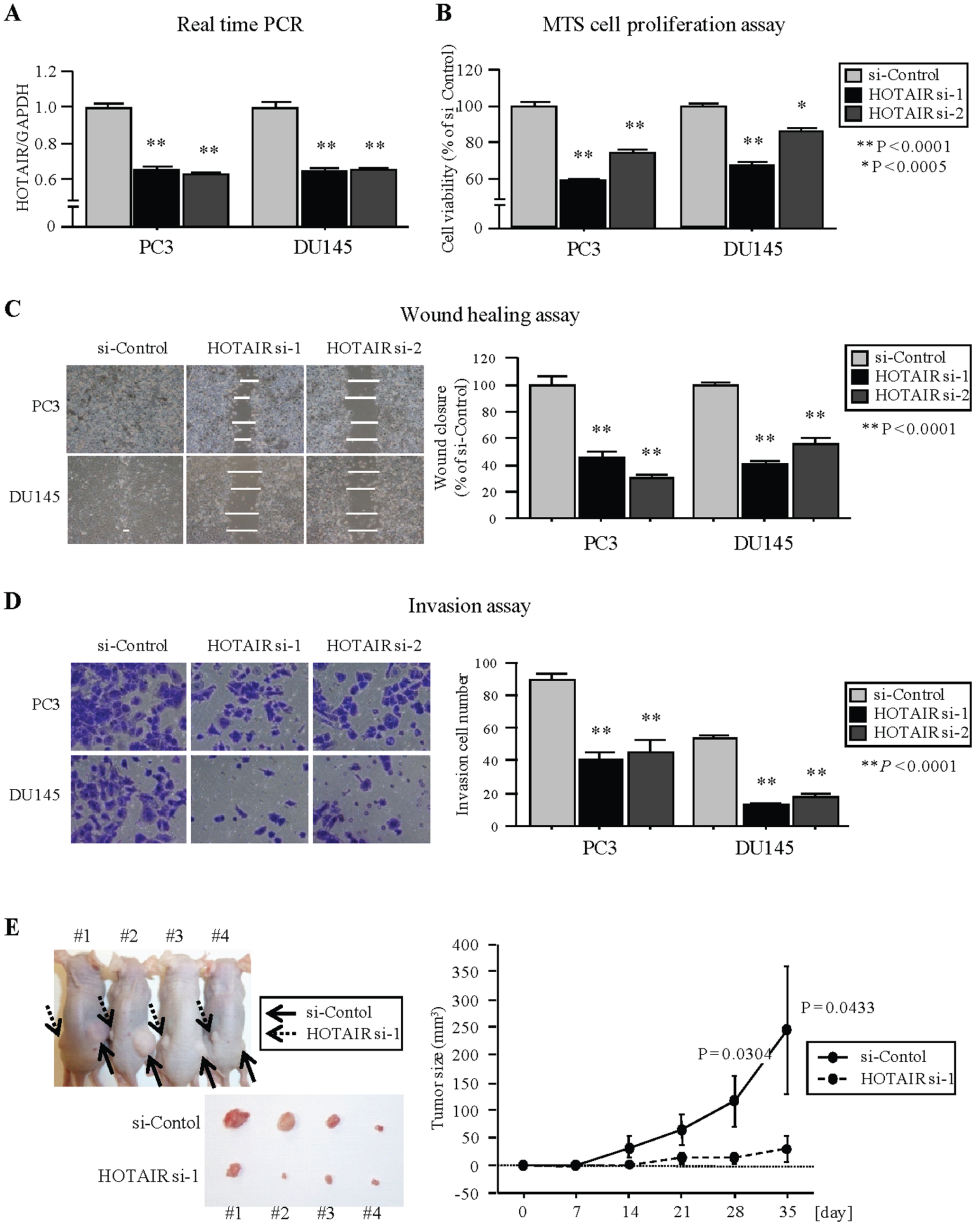
siRNA knockdown of HOTAIR and effect on PCa cell viability. (A) HOTAIR expression levels in PCa cell lines (PC3 and DU145) were determined by real-time PCR at 96 hours after transient transfection of siRNA. Gene expression was normalized to GAPDH. Data are presented as the mean ± SE. **, P<0.0001. *, P<0.0005. (B) Knockdown of HOTAIR significantly inhibits cell viability. Cell viability was analyzed by the MTS cell proliferation assay 96 hours after transient transfection. (C) Knockdown of HOTAIR significantly inhibits cell migration. After transfection (48 hours), a wound was formed by scraping and measured after 24 hours. Representative images of wound healing assay are shown at 200× magnification. **, P<0.0001. (D) Knockdown of HOTAIR significantly decreased cell invasion. Representative images of invasion assay are shown at 200× magnification. **, P<0.0001. (E) Representative images of tumors in nude mice 5 weeks after subcutaneous injection of transfected HOTAIR siRNA DU145 cell lines or control cell lines and time course of tumor growth.

### HOTAIR Influences Cellular Apoptosis and Cell Cycle in PCa Cells

Apoptosis assay demonstrated that knock-down of HOTAIR significantly induced apoptosis in both PC3 and DU145 cells (Fig. 5A). Cell cycle assay showed that knock-down of HOTAIR caused G2/M phase cell cycle arrest in PC3 cells (Fig. 5B) while DU145 cells transfected had a significant increase in the S phase of the cell cycle.

**Figure 5:**
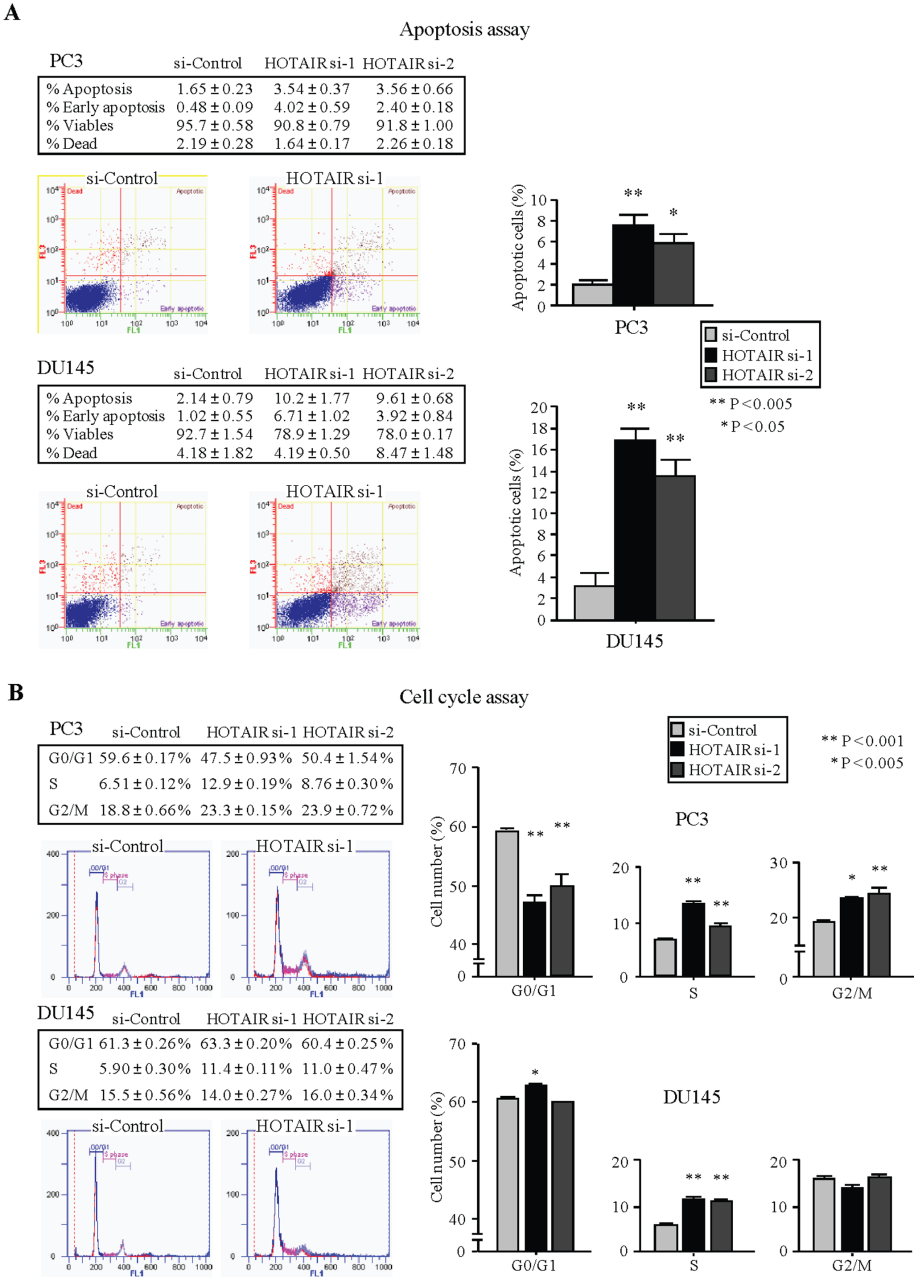
siRNA knockdown of HOTAIR and effect on PCa apoptosis and cell cycle. (A) Apoptosis assay using flow cytometry. Representative quadrant figures of control and si-HOTAIR treated cells in PC3 (upper) and DU145 (lower) cells. **, P<0.005. *, P<0.05. (B) Typical figures of cell cycle analysis of control, or si-HOTAIR treated cells are shown. The bar chart shown on the right of each figure represents the percentage of the cells in G0/G1, S, or G2/M phase as indicated. **, P<0.001. *, P<0.005.

## Discussion

Protein-coding genes comprise only a small part of the genome, and the rest consists of ncRNAs, introns and/or other sequences to which no function has yet been assigned [39]. NcRNAs (miRNAs and lncRNAs) have been shown to play a critical role in regulation of cellular processes such as cell growth and apoptosis in normal and malignant cells. The roles of miRNAs in cancers have been extensively investigated and recently, many lncRNAs have been associated with the development and progression of cancer. The expression of lncRNAs frequently changes during malignant transformation and ncRNAs are emerging as key molecules in human cancer, with the potential to serve as a novel markers and therapeutic targets. However, to date the role of only a few lncRNAs have been characterized in PCa. High-throughput sequencing showed that prostate cancer–associated ncRNA transcript 1 (PCAT-1) is a prostate-specific regulator of cell proliferation in PCa and a target of PRC2 [40]. Prostate cancer gene expression marker 1 (PCGEM1) polymorphisms may contribute to PCa risk [41]. Expression of PlncRNA-1 is significantly higher in PCa and this lncRNA regulates cell proliferation and apoptosis through targeting androgen receptor [42]. In this study, we focused on lncRNAs regulated by genistein in PCa cells and identified HOTAIR in the expression profile of these lincRNAs.

In this study, we found high expression of HOTAIR in castration-resistant PCa cell lines. Our functional assays showed that knockdown of HOTAIR decreased PCa cell proliferation in vitro and in vivo and induced apoptosis. Therefore HOTAIR may play a functional role in tumor cell growth in PCa. Increasing evidence suggests that HOTAIR regulates key pathways in cancer invasion and metastasis. HOTAIR increased breast cancer invasiveness and metastasis by inducing positive regulators of cancer metastasis (ABL2 SNAIL, LAMB3 and LAMC2) in a manner dependent on PRC2 [29]. High HOTAIR expression is a risk for recurrence after hepatectomy in hepatocellular carcinoma and may regulate the MMP9 and VEGF genes [34]. Our functional assays showed that knockdown of HOTAIR decreased PCa cell migration and invasion. Our mRNA array data and bioinformatic analysis also showed that genistein targets MMP9 and VEGF genes that are components of the KEGG ‘Pathway in cancer’. These results indicate that HOTAIR may play an important role in PCa progression.

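MMP9 had a log2 ratio of -0.90 in PC3 (error 0.24) and -0.83 in DU145 (error 0.22), from 1 probe. With normexp background correction it was -0.51 in PC3 and -0.50 in DU145, where it no longer passed the limit. Of the VEGF family, Table S2 lists placental growth factor (PGF) in this pathway. PGF had -0.53 in PC3 (error 0.25) and -0.77 in DU145 (error 0.22), on arrays where other treatments gave it a mean of 1.42. In PC3 it was -0.21 with normexp background correction and without background correction, and no longer passed the limit. VEGFA was higher after genistein treatment, by 1.71 in PC3 (error 0.26) and 0.56 in DU145 (error 0.21). With the mean over its probes it was 0.41 in DU145 and no longer passed 0.5 there. VEGFB was higher in PC3, at 0.68 (error 0.21), and at -0.14 in DU145 (error 0.20), where median centring turned it to 0.21. VEGFC had 0.04 in PC3 and -0.03 in DU145, which median centring turned to 0.27. Subtraction of the mean of other treatments on the slide turned VEGFC to -0.74 in PC3 and -0.80 in DU145, and on the design it gave 0.39 and 0.32. FIGF (VEGF-D) was not well above background in the control channel of PC3 and was at least 1.17-fold higher there. That bound rests on the lowest signal among probes well above background and is open to dye bias. In DU145 FIGF had -1.27 (error 0.43), and -0.26 with normexp background correction. The median of the 5 family members over the averages, 0.01 at percentile 43.4 of random lists, is the average of FIGF. It therefore rests on a dim channel and gives no direction for the family.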

As gene regulators, miRNAs bind to the 3′UTR of mRNA and can individually target a number of protein-coding genes. However, it remains to be determined whether miRNAs can also target lncRNAs. Recently, a few studies have described the interactions between miRNAs and lncRNAs. miR-29 indirectly regulates expression of tumor suppressor lncRNA, maternally expressed 3 (MEG3) by acting on its methylation in hepatocellular cancer [35]. miR-671 directs cleavage of an antisense transcript of the cerebellar degeneration-related protein 1, 34 kDa (CDR1), leading to a concomitant decrease in CDR1 [37]. In the present study, we looked to see if miR-34a impacts lncRNA expression. Our luciferase reporter assay and real-time PCR results showed that miR-34a binds to the HOTAIR mRNA sequence and down-regulates HOTAIR expression in PCa cell lines. Therefore this study is the first to demonstrate that miR-34a directly targets HOTAIR in both PC3 and DU145 PCa cells.

In conclusion, our results showed that genistein inhibits PCa cell growth through down-regulation of oncogenic HOTAIR that is targeted by tumor suppressor miR-34a. These findings enhance our understanding of how genistein interacts with lncRNA in PCa and indicates additional potential targets for PCa therapy.

## Materials and Methods

### Cell Culture

Human PCa cell lines, LNCaP, PC3 and DU145 and a non-malignant epithelial prostate cell line, RWPE-1, were purchased from The American Type Culture Collection (Manassas, VA, USA). The PCa cell lines were cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS) in a humidified atmosphere of 5% CO2 and 95% air at 37°C. RWPE-1 cell line was cultured in keratinocyte growth medium supplemented with 5 ng/mL human recombinant epidermal growth factor and 0.05 mg/mL bovine pituitary extract (Invitrogen, Carlsbad, CA, USA). Subconfluent cells (60%–70% confluent) were treated with genistein (25 µmol/L; Sigma, St Louis, MO, USA) and cells treated with vehicle (dimethylsulfoxide) served as control. Cell media and genistein were changed every day and cells were grown for 4 days.

### RNA Extraction

Total RNA was extracted from PCa cell lines and a non-malignant epithelial prostate cell line using a miRNeasy mini kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions.

### Microarray

For microarray, total RNA was extracted from PC3 and DU145 cells treated with genistein using a miRNeasy Mini Kit. SurePrint G3 Human GE 8×60K Microarray (Agilent Technologies, Santa Clara, CA, USA) was used for expression profiling of genistein treated and control cells. The current microarray data were approved by the GEO and were assigned GEO accession number GSE47657.

### Quantitative Real-time PCR

Extracted total RNA was reverse transcribed into single-stranded cDNA using an iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA) and a TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). Quantitative real-time PCR analysis was performed with an Applied Biosystems Prism7500 Fast Sequence Detection System using TaqMan universal PCR master mix according to the manufacturer’s protocol (Applied Biosystems). Levels of RNA expression were determined using the 7500 Fast System SDS software version 1.3.1 (Applied Biosystems). PCR parameters for cycling were as follows: 95°C for 20 seconds, 40 cycles of PCR at 95°C for 3 seconds, and 60°C for 30 seconds. All reactions were done in a 10-µL reaction volume in triplicate. The data were analyzed with the delta-delta Ct method to calculate the fold-change. TaqMan probes and primers for HOTAIR (assay ID: Hs03296680_s1), GAPDH (assay ID: Hs02758991_g1), miR-34a (assay ID: 000426), and RNU48 (Assay ID: 001006) were obtained from Applied Biosystems. GAPDH and RNU48 were used as internal controls.

### Transfection

HOTAIR siRNA (SASI_Hs02_00380445 and SASI_Hs02_00380446, Sigma) and negative control siRNA (D-001810-10; Thermo Fisher Scientific, Waltham, MA, USA) were used in loss-of-function experiments. Pre-miR miRNA precursor and negative control (Applied Biosystems) were used in gain-of-function experiments. PC3 and DU145 cells were transiently transfected using Lipofectamine 2000 transfection reagent (Invitrogen), according to the manufacturer’s recommendations.

### Cell Proliferation, Migration, and Invasion Assays

Cell proliferation was measured using a CellTiter 96 AQueous One Solution Cell Proliferation Assay (MTS) kit (Promega, Madison, WI, USA) performed according to the manufacturer’s instructions. Cell proliferation was determined by absorbance measurements at 490 nm using SpectraMAX 190 (Molecular Devices Co., Sunnyvale, CA, USA). Cell migration activity was evaluated by wound-healing assay. Cells were plated in six-well dishes, and the cell monolayers were scraped using a P-20 micropipette tip. The width of the initial gap (0 h) and the residual gap 24 hours after wounding were calculated from photomicrographs. Cell invasion assay was carried out using modified Boyden Chambers consisting of transwell-precoated Matrigel membrane filter inserts with eight micron pores in 24-well tissue culture plates (BD Biosciences, Bedford, MA, USA). Minimum essential medium containing 10% FBS in the lower chamber served as the chemoattractant, as described previously [43]. All experiments were performed in triplicate.

### In vivo Tumor Growth

All animal care was in accordance with the guidelines of the San Francisco Veterans Affairs Medical Center and the study was approved by the San Francisco VA IACUC (Protocol number: 11-008-01). Animal users have completed training programs to handle and work with mice through AALAS (American Association for Laboratory Animal Science) prior to animal experiments. For the subcutaneous xenograft mouse model, DU145 cells (5×10^6^) that were transiently transfected with si-HOTAIR or si-control were suspended in 100 µL RPMI 1640 medium and subcutaneously injected into the left and right backside flanks of female nude mice, respectively. (strain BALB/c nu/nu; Charles River Laboratories, Inc., Wilmington, MA, USA, 5 weeks old). A total of 4 nude mice were used and tumor growth was examined over the course of 35 days. Tumor volume was calculated on the basis of width (x) and length (y): x^2^y/2, where x<y.

### Apoptosis and Cell Cycle Assays

Fluorescence-activated cell-sorting (FACS) analysis for apoptosis was done 96 hours post-transfection, using a Annexin V-FITC/7-AAD Kit (Beckman Coulter, Brea, CA, USA), according to the manufacturer’s protocol. Cell cycle analysis was performed 96 hours after transfection. The cells were harvested, washed with cold PBS and resuspended in the nuclear stain 49,6-diamidino-2-phenylindole (Beckman Coulter). Stained cells were immediately analyzed with a flow cytometer (Cell Lab Quanta SC; Beckman Coulter).

### Identification of Genistein Regulated Target Genes and Bioinformatic Analysis

To search for genes that are regulated by genistein, we performed microarray. To identify the biological processes or pathways potentially regulated by genistein, we performed GeneCodis analysis [44], [45] using all of the candidate genes. Then, to identify the networks among genistein and their target genes, we analyzed and characterized those genes in GO Biological Process and KEGG pathway categories. These data were used to examine genistein-regulated molecular networks in human cells. We performed gene expression analyses of all candidate genes involved in each of the pathways using microarray expression data, which were approved by the GEO and were assigned GEO accession numbers (GSE29079). In the Affymetrix Human Exon 1.0 ST Array (Affymetrix, Santa Clara, CA, USA) datasets, we examined 47 PCa tissues and 47 normal prostate tissues, all of which were collected from patients who had not been exposed to neo-adjuvant radio-, cytotoxic- or endocrine therapy before the operation. The data was normalized and analyzed with the GeneSpring (Agilent Technologies). Statistical analyses were conducted using the Mann Whitney U-test with cut-off P<0.05, and the results are shown as a heat map diagram.

### Plasmid Construction and Dual-luciferase Reporter Assays

To search for miRNA targets of HOTAIR, we used the miRcode algorithm (release 6.2, http://www.mircode.org/). MiRcode provides human miRNA target predictions based on the comprehensive GENCODE gene annotation [46], including >10,000 long non-coding RNA genes. For luciferase reporter assay, PmirGLO Dual-Luciferase miRNA Target Expression Vector was used (Promega). The oligonucleotide sequences (wild-type) used are shown in Table S3. We also constructed mutated oligonucleotides for each of the wild-type oligonucleotides (Table S3). In a total volume of 25 µl, 1 µl each of 100 µM forward and reverse oligonucleotide, 2.5 µl of 10 X annealing buffer (100 mM Tris–HCl, pH 7.5, 1 M NaCl and 10 mM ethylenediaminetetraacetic acid) and 20.5 µl water were incubated at 95°C for 3 min and then placed at 37°C for 15 min. The oligonucleotides were ligated into the PmeI–XbaI site of pmirGLO Dual-Luciferase miRNA Target Expression Vector. For luciferase reporter assay, PCa cells were co-transfected with Pre-miR miRNA precursor and pmirGLO Dual-Luciferase miRNA Target Expression Vectors using Lipofectamine 2000 (Invitrogen) and X-tremeGENE HP DNA Transfection Reagent (Roche Diagnosis, Basel, Switzerland, USA) according to the manufacturer’s instructions. Luciferase reporter assay was performed using the Dual-Luciferase Reporter Assay System (Promega) 24 hours after transfection.

### Statistical Analysis

The relationship between two variables and the numerical values obtained by real-time RT-PCR were analyzed using the nonparametric Mann-Whitney U test. All analyses were performed using Expert StatView (version 4, SAS Institute Inc.). Data are shown as mean values ± standard error. In the comparison among three variables, a nonadjusted statistical level of significance of P<0.05 corresponds to a Bonferroni-adjusted level of P<0.0167.

## Supporting Information

Figure S1 Putative genistein regulated genes in ‘Pathway in cancer’. The putative genistein regulated genes (highlighted in red) as defined by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and determined through GENECODIS analysis. (TIF) Click here for additional data file.

Figure S2 The heat map diagram of the “Pathways in cancer”. Analysis show prostate cancer tissues (n = 47) and normal prostate samples (n = 47). Each square represents the expression level of a given gene in an individual sample. Red represents increased expression and blue represents decreased expression relative to the normalised expression of the gene across all samples. (TIF) Click here for additional data file.

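Table S1 gives log2 ratios for 918 genes. Of these, 845 were found among the matched genes of the array and 801 were measured by their brightest probe. A log2 ratio below -0.5 in both lines was found for 680 of the 918 genes (74.1%), while 121 measured genes did not reach it in both. Median centring left 420 genes and any probe of the gene in place of the brightest gave 774. For 804 genes (87.6%) some probe of the gene had the values of Table S1 in both lines to within 0.005. All 804 probes were well above background in all 4 channels. For 85 further genes only a probe of another name had these values, to within 0.0005. Of 263 genes with more than 1 measured probe, 198 had another probe that was not below -0.5 in both lines. A probe above 0 in a line was found for 95 of the 263 genes. The highest values of Table S1 are -0.495 in PC3 and -0.496 in DU145 as the paper reports them. A log2 ratio below -0.5 in both lines was also found for 161 genes that Table S1 does not list.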

Table S1 Genes downregulated by genistein. (XLS) Click here for additional data file.

Table S2 Pathways regulated by the targets of genistein (KEGG annotation). 

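Table S2 also lists 12 genes for glycolysis and gluconeogenesis, among them GAPDH, PGK1, LDHA and ENO1. All 12 were below -0.5 in their average. Their median log2 ratio was -0.85 in PC3 and -0.78 in DU145. GAPDH itself had -0.92 in PC3 (error 0.22) and -0.73 in DU145 (error 0.21), and with median centring -0.61 and -0.15. GAPDH is the gene to which the paper normalizes HOTAIR in real-time PCR. On the arrays the probe named HOTAIR minus GAPDH gave -0.09 in DU145. In PC3 this difference was 1.57 but rests on a HOTAIR probe that was not well above background. The difference in DU145 depended on the reference gene. It was -0.88 with ACTB and -1.13 with RPLP0, but -0.30 with PPIA and 0.04 with PGK1. Like GAPDH, PPIA and PGK1 were themselves below -0.5 in DU145. The choice of HOTAIR probe mattered too. Beside the -0.73 of GAPDH in DU145, A_19_P00330814 with -1.23 and A_19_P00330464 with -1.01 fell further. A_19_P00329806 with -0.53 fell less, and A_19_P00326808 with 0.17 did not fall. By real-time PCR against GAPDH the paper reports lower HOTAIR after genistein treatment.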

(XLS) Click here for additional data file.

Table S3 Primer oligonucleotide sequences (wild-type and mutated). (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

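RNA of genistein treated and control cells was compared on 2 two-colour arrays, 1 for PC3 and 1 for DU145, as part of 24 deposited arrays with 1 array per condition. The other arrays hold knock-downs, transfected miRNAs and other treatments in several cell lines that the paper does not report on. Of the 24 arrays, 16 share the design of the genistein arrays, and the genistein arrays lie on 1 slide with 6 of them. The 14 other arrays of the design were used to look for dye bias and slide effects, and the 8 arrays of the other design only for the knock-down targets. On the siRNA arrays the targeted gene fell, CAV2 to -3.80 and -3.20, GOLM1 to -4.15 and -2.64 and LAMB3 to -2.50 and -0.89 on the log2 scale, against medians of -0.13, -0.32 and -0.13 on the 20 arrays of other treatments. The -0.89 of LAMB3 lay within the range of those arrays, which went down to -2.11.

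The authors deposited the scanner output of Agilent Feature Extraction 10.7.3.1 for each array. Its intensity values per spot and channel are raw means, local background and signals that the authors' software had corrected for background and dye. Its log ratio, deposited on the log10 scale as Cy5 over Cy3, was the starting value and was multiplied to the log2 scale. The deposited p-value and error of each log ratio come from the software's technical error model for 1 array. The error is given beside the values and the p-value was not used here. The authors' series matrix was compared with the scanner output and differed by at most 0 over 62976 features of each array.

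Control spots and spots with outlier flags were left out, saturated spots were kept and spots of one probe were averaged. A probe counted as well above background where at least 0.5 of its spots were. Of 42405 probes, 28757 (67.8%) were matched to 20814 genes of the reference, NCBI RefSeq GRCh38.p14, which was used only for names. Coordinates are those the array's annotation gives on hg19. A further 5226 names without a match were tested apart, of which 533 were lower and 407 higher in both lines. With 1 array for each line and treatment, genes were called by size and not by a test, at a log2 ratio past 0.5 in each of both lines. The paper states its limit of -0.5 for the average. The lncRNA limit on the average is that of Table 1. The genes named are those that the paper names as changed on the arrays, GAPDH, and the 5 largest average falls and rises among genes past 1.0 in both lines and well above background in all 4 channels.

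Gene lists were described by the median log2 ratio and its percentile among 10000 random lists of the same size matched on signal in 20 bins. The lists are those of Table S2 for Pathways in cancer, glycolysis, actin cytoskeleton and Jak-STAT signaling, and lists of S-phase, G2/M, interferon response, hypoxia, reported miR-34a target, HOXD, VEGF family and reference genes and of the HOTAIR-induced genes that the paper names. The HOTAIR-induced and the reference list each lack 1 gene that is not reported here. They were computed without it, which was settled after the values were seen and changed their percentiles. Limma 3.58.1 in R 4.3.3 fitted the mean of both arrays against 0, with Benjamini-Hochberg adjustment over 25752 probes and a limit of 0.05. The rest was computed in Python 3.11.15.

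The limma fit was tested on simulated data for 25000 genes, of which 200 were changed. For the fit of the 2 genistein arrays it called 0 of 200 genes with a log2 change of 1 and 151 of 200 with a change of 2, besides 6 unchanged genes. For the fit of all arrays of the design it called 0 and 179 of 200, besides 11 unchanged genes at a change of 2. All treatments were simulated with the same spread, so unequal spreads were not tested. The calls by size were tested on 15000 simulated genes and found 196 of 200 changed genes (98%), besides 3 unchanged genes. The simulated noise had a standard deviation of 0.22, near the median error of the software, and the changes were 1 on the log2 scale. Variation between cultures was not simulated. The result therefore checks the counting and does not give the rate of false calls on the arrays. Of 200 simulated lists with no change, 11 lay past the percentiles 2.5 and 97.5. A list shifted on purpose lay at percentile 0.03, and a list of bright unchanged genes at percentile 62.6.

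The design, the gene lists, the naming rule and the alternatives were set before the data were examined, apart from the alternatives that are marked as added and the HOTAIR-induced and reference lists as they were used. The alternatives change the background correction (normexp with an offset of 50, or none, each with loess), the dye normalization (median centring), the source of the values, the correction for dye bias or slide by the mean of other treatments, the filter on dim probes, the rule for several probes of a gene, the limits, and the cell lines. The labels of 1 array each for PC3 and DU145 give no replicates to leave out. Sequences of 3' untranslated regions were not used here, so miR-34a seed sites were not analysed here.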

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

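The tests of the background subtraction, all tests of the lncRNAs and of the opposite changes, and the tests of the S-phase genes were chosen after the result was seen.

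Genes higher in both lines. Besides the lower genes that the paper reports, 1210 genes had a log2 ratio above 0.5 in both lines, and the paper does not report on genes that rose. Over 73 pairs of arrays of other treatments in different cell lines, the number of genes higher on both arrays ranged from 63 to 1122, below 1210 in all 73 pairs. The distance is small, since 13608 genes were tested on the pair with 1122 and 14575 on the genistein arrays. Pairs of different treatments within PC3 reached 1432. The count cannot be told apart from a level of shared rises that other pairs of arrays give. The mean log2 ratio of the 1210 genes over the other treatments had a median of 0.0649, and 879 of them stayed higher after its subtraction, which argues against a dye bias of their probes as the whole cause. It stays open for part of them, as 10.5% had a mean above 0.5. The background subtraction of the software stays open. Without background correction and with loess normalization the count fell to 738. Background left in the signal shrinks every log2 ratio, so this fall does not decide. Among genes well above background in all 4 channels 862 were higher. An effect of genistein shared by the lines also stays open, as it was not tested with replicates.

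The larger group of lncRNAs. The lncRNA rule called 225 lncRNAs, against 5 in Table 1, and the 225 include intervals that have Table 1 values. Table 1 lists genes, whereas the 225 are intervals and names, of which several can belong to 1 locus. On the forward strand of chromosome 14, for example, the overlapping intervals 71954577 to 71956430 and 71932922 to 71967297 were both called. On the 73 pairs of other arrays the number of called lncRNAs lay between 29 and 128. The mean over other treatments of the called lncRNAs had a median of -0.12, small beside their fall, and 243 lncRNAs were called after this mean was subtracted, 137 of them the same. Of the called lncRNAs 25.8% had a mean below -0.5 over other treatments of the design, against 3.52% of all tested lncRNAs. The pairs argue against a general level of shared falls, and the 137 lncRNAs argue against dye bias as the whole cause. The change was not one-sided, since the mirror rule gave 248 higher lncRNAs. For part of the lncRNAs a dye bias stays open. The background subtraction stays open. The count was 49 without background correction, which does not decide, because background left in the signal shrinks every log2 ratio. Among lncRNAs well above background in all 4 channels 177 were lower. A change in lncRNAs under genistein is a further open explanation.

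Genes that moved apart. There were 594 genes past 0.5 in opposite directions in the lines, 334 higher in PC3 and lower in DU145 and 260 the other way. The difference was not tested, since there is 1 array for each line. On the pairs of other arrays the number ranged from 65 to 1748, and 25 of the 73 pairs had as many or more. Those pairs differ in treatment and so move apart for that reason too. The 6 pairs of the same treatment in different lines had between 24 and 294 genes in opposite directions, all fewer than 594. The number cannot be told apart from a level that pairs of arrays give, since these pairs are few and of other treatments. A difference between the cell lines in their response to genistein stays open.

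S-phase genes. The 43 S-phase genes had a median log2 ratio of -0.50 in PC3, at percentile 0 of random lists, and 0.36 in DU145, at percentile 99.99. Over both lines the median of the averages was -0.15, at percentile 0.71, which median centring turned to 0.00. In PC3 35 of the 43 genes were below 0 and in DU145 35 were above 0. The median of the difference, PC3 minus DU145, was -0.76, at percentile 0 of random lists, with 41 of 43 genes below 0. With 1 array for each line this difference was not tested against replicates. None of these genes is in Table S1 (0 of 43). In PC3 the median of the list stayed at -0.38 or lower under the other normalizations, and its mean over other treatments was 0.29, in the opposite direction. Both argue against the dye normalization and a dye bias as the cause of the fall in PC3. In DU145 the median stayed at 0.31 or higher under the other normalizations, which argues against the dye normalization. A dye bias stays open for the rise in DU145, because its size is close to the 0.29 of other treatments and the list went to 0.08, percentile 75.1, once that mean was subtracted. A difference in cell cycle between PC3 and DU145 under genistein is a hypothesis for the part in PC3.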

How the results depend on the processing

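The alternatives marked here as added were chosen after the data were seen, and every other alternative was set before.

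Lower genes in both lines ranged from 450 to 1123 over the alternatives of background, normalization, dye bias, slide, filter and probe, against 841, and higher genes from 604 to 1889, against 1210. With normexp and loess 450 genes were lower and 604 higher, 32 lncRNAs were lower and 402 genes of Table S1 were recovered. With loess and no background correction 738 genes were higher and 49 lncRNAs lower. Median centring gave 1889 higher genes and recovered 420 genes of Table S1. It brought the median of all genes to 0.18 in PC3 and 0.20 in DU145, from 0.09 and 0.01, and raised the share of higher among called genes from 59.0% to 75.7%. In other cases the cause was not tested. No filter on background gave 417 lower lncRNAs, because 9430 in place of 4863 were tested. Any probe of the gene in all 4 channels, an added alternative, gave 895 lower genes.

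The limits moved the counts by their construction. An average past 0.5 without a condition on each line gave 1862 lower and 2458 higher genes. A limit of 1.0 in both lines gave 168 and 295. For lncRNAs, -1.0 in both lines gave 109, and an average of -0.5 gave 467. With 1 line in place of both, PC3 alone gave 2356 lower genes, 3431 higher genes and 354 lower lncRNAs, and DU145 alone gave 2324, 2549 and 319. By limma 0 probes were called under all other alternatives of the fit of both arrays, with 3179 to 5201 at an unadjusted p under 0.05. With all arrays of the design in the fit 2423 were called, and 7014 had an unadjusted p under 0.05.

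HOTAIR's average of -0.09 stayed within the spread of the lines under the alternatives set before. The lowest reverse-strand probe in each line, an added alternative, gave -1.58, as it takes different probes in PC3 and DU145, and the mean over measured reverse-strand probes, also added, gave -0.52. HOTAIR relative to GAPDH was 0.74 on average, and -0.66 with RPLP0 in place of GAPDH. The averages of -0.09, 0.74 and -0.66 rest in PC3 on the probe named HOTAIR, which was not well above background there, so they give no direction. In DU145 the difference for the probe named HOTAIR was -0.09 with GAPDH and -1.13 with RPLP0, and it also depends on the HOTAIR probe taken.

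Of the named genes, 34 were past the limit in both lines, and 14 of them under all 7 alternatives. CBLB turned to 0.33 and 0.21 after subtraction of the mean of other treatments on the design and on the slide, and FZD9 to 0.0045 on the slide, because those means were negative themselves. The direction of the average was otherwise kept in the 34 genes. In DU145 alone FZD9 turned to 0.17 on the design and 0.21 on the slide, and WNT3 to 0.01 on the slide.

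Of 12 lists, 8 stood apart from random lists, and 8 lists kept their result under all 9 alternatives other than single lines (98 of 108 combinations). Of these 8 lists, 4 in each case are lists of Table S2, whose genes were all selected as lower on the same arrays, so their result was fixed by that selection. The others that kept it are G2/M, interferon response, HOTAIR-induced and reference genes. The S-phase list moved to percentile 4.90 with normexp. Subtraction of other treatments on the design and on the slide moved the hypoxia list to 1.52 and 0.245 and the reported miR-34a target list to 77.0 and 92.7. The VEGF family list moved to 50.1 with normexp, 58.8 without background correction, 53.6 with median centring, 87.6 after subtraction on the design and 73.2 in all 4 channels, and its main value rests on FIGF. In PC3 alone and DU145 alone the percentile was 0 and 99.99 for S-phase, 0 and 4.42 for G2/M, 1.37 and 50.9 for hypoxia, 34.5 and 100 for miR-34a targets, 85.7 and 95.9 for HOTAIR-induced genes, 96.5 and 26.2 for the VEGF family and 3.05 and 68.7 for reference genes. The cause was not tested.

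No paired analysis was possible because there was 1 array per condition and every replicate number is 1. Slide as a block was not run because no treatment spans the slides of the design of the genistein arrays, and the miR-34a seed sites were not run. Signal limits the dim probes, since 21402 of the 25752 tested probes were well above background in all 4 channels.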

Differences from the paper's values

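The alternatives that take several HOTAIR probes were chosen after the result was seen, and the others were set before the data were examined.

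The paper reports 5 lower lncRNAs in Table 1, and 225 were found here, counted as intervals and names of which several can belong to 1 locus. Under all alternatives set before the data were examined the count stayed over 1.5 times the paper's, with 32 as the lowest.

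For HOTAIR the paper's log2 ratios are -1.92 in PC3, -1.23 in DU145 and -1.58 on average. The probe named HOTAIR gave 0.65, -0.82 and -0.0865. In DU145 the value came within the error of the paper's value under median centring, with -0.97, and after subtraction of the mean of other treatments on the design, with -1.10, and under none of the other alternatives set before. In PC3 and for the average no alternative set before did so. The lowest reverse-strand probe in each line, an alternative chosen after seeing the values, gave -1.92, -1.23 and -1.58, while the mean over the measured reverse-strand probes, also chosen after seeing the values, gave -0.39, -0.65 and -0.52. After subtraction of the mean of other treatments on the design, 1 reverse-strand probe, A_19_P00329806, was below -0.5 in both lines, with -0.57 and -1.02. After subtraction on the slide it was not, with -0.49 in PC3.

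For LOC145474 the paper's average is -1.45 and the named probe gave -1.25. It came within the error after subtraction of the mean of other treatments on the slide, with -1.30, and under no other alternative set before. For C6orf147 the paper's Table 1 values are -1.56 in PC3 and -1.29 on average, and the named probe gave -0.78 and -0.87, outside the error under every alternative set before. On average it passed -1.0 only after subtraction of the mean of other treatments on the slide, with -1.06. The paper's Table S1 also lists both lncRNAs, with -1.42 and -1.09 for LOC145474 and -0.78 and -0.95 for C6orf147. These are the values of the named probes.

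Of 54 values of 27 named genes that Table S1 also gives, 7 values of 4 genes differed. For TPM3 the paper's values are -1.36 in PC3 and -0.77 in DU145, and -0.53 and -0.12 were found. For TCF7L2 in PC3 the paper's value is -1.56 and -1.00 was found. No alternative set before closed these differences. For TNFSF10 the paper's values are -1.75 in PC3 and -4.79 in DU145, and -1.39 and -4.04 were found. For BST2 the paper's values are -2.57 and -1.62, and -3.18 and -2.15 were found. The mean over all probes of the gene came within the error for both TNFSF10, with -1.57 and -4.42, and BST2, with -2.88 and -1.88, and the other alternatives set before did not. Another probe of the gene had the paper's values for 5 genes, TPM3, TCF7L2, AKT2, TNFSF10 and BST2. TPM3 and AKT2, which the paper lists as lower, were not below -0.5 in both lines by their brightest probe and were so by any probe of the gene. TPM3 was also below -0.5 in PC3 alone and AKT2 in DU145 alone.

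The paper gives HOTAIR as the lncRNA with the largest effect. Of the lncRNAs called here, 53 had an average at or below the paper's value for HOTAIR, 27 of them well above background in all 4 channels, and no HOTAIR probe was called. Only 15 of the 53 were named lncRNAs, 8 of them well above background in all 4 channels. The paper states that genistein targets VEGF genes of this pathway. PGF was lower in both lines, with -0.53 and -0.77, but in PC3 it was -0.21 with normexp and did not pass -0.5 without background correction either. VEGFA was higher in both lines, with 1.71 and 0.56, and with the mean over its probes 0.41 in DU145. VEGFC was below -0.5 in both lines only after subtraction of the mean of other treatments on the slide, with -0.74 and -0.80.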

Other observations

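The tests of the G2/M, interferon response and miR-34a target lists and of the background subtraction were chosen after the result was seen, as was how near to 0 a mean over other treatments had to lie to argue against a dye bias.

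Level of shared falls. On the 73 pairs of arrays of other treatments in different cell lines, the number of genes below -0.5 on both arrays had a median of 298 and ranged from 56 to 1036. The 841 genes of the genistein arrays were more than in 69 pairs and fewer than or as many as in 4, so other treatments can give as many shared falls. The called genes had a median of -0.0213 over the other treatments of the design and -0.0348 over those of the slide. After subtraction of these means 616 and 610 of the 841 genes stayed lower. These values argue against a dye bias and an effect of the slide as the whole cause. For part of the genes a dye bias or a slide effect stays open, as 10.9% had a mean below -0.5 on the slide, against 5.62% of all genes. The background subtraction is open. Without it 563 genes were lower and with normexp 450, and neither count decides, because background left in the signal or an added offset shrinks every log2 ratio. Among genes well above background in all 4 channels 752 were lower.

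The HOTAIR probe that fell in PC3. Without a correction for dye bias, probe A_19_P00326808 was below -0.5 only in PC3, and the other measured reverse-strand probes only in DU145. Probe A_19_P00329806 was above 0 on all 14 arrays of other treatments, with a mean of 0.49 and a lowest value of 0.18. Its -0.08 in PC3 lay below all of these, so a fall in PC3 stays open for A_19_P00329806. Over the same 14 arrays the mean log2 ratio of A_19_P00326808 was 0.0461, which argues against a dye bias of this probe. Its Cy3 signal on the PC3 genistein array lay 0.71 log2 units above that of the next highest PC3 array, less than the 1 unit set in advance for a spot artefact and yet outside their range. A spot artefact therefore cannot be told apart from a high level of this transcript in the control cells, since 1 array was made. A transcript that only this probe detects may be lower in PC3, and no test of that was possible.

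Genes that HOTAIR induces. ABL2, SNAIL and LAMB3 are among the genes that the paper names as induced by HOTAIR in breast cancer. After genistein treatment LAMB3 was 1.40 in PC3 and 1.43 in DU145, ABL2 0.44 and 0.54, and SNAI1 -0.11 and -0.80. For these 3 genes the averages had a median of 0.49, at percentile 94.0 of random lists, so they did not stand apart. Of the HOXD genes, 2 of 9 were measured, too few for a percentile. HOXD8 had 3.34 in PC3 and -0.11 in DU145, and HOXD9 had 0.02 and 0.18. No explanation was tested.

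G2/M genes. The paper reports G2/M arrest by flow cytometry in both lines. The 54 G2/M genes had a median of -2.37 in PC3, at percentile 0, and of -0.13 in DU145, at percentile 4.42, which median centring turned to 0.20. The median of the averages was -1.25. Table S1 holds 5 of the 54 genes. In PC3 the list stayed at -1.99 or lower under the other normalizations, and its median over other treatments was 0.15. Both argue against the dye normalization and a dye bias. A hypothesis is that fewer of the treated PC3 cells were in G2 or mitosis when RNA was taken, or that transcription of these genes was reduced. The difference, PC3 minus DU145, had a median of -2.19, at percentile 0 of random lists, with 52 of 54 genes below 0. It was not tested against replicates.

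Interferon response genes. Of 20 genes 19 were measured, with a median of -1.03 in PC3 and -0.49 in DU145, both past percentile 2.5. The median of the averages was -0.79 and 18 of 19 averages were below 0. BST2, one of the largest falls, belongs to this list, and Table S1 holds 10 of its genes. Under the other normalizations the median stayed at -0.33 or lower, which argues against the dye normalization. Over the 14 arrays of other treatments, most of which were transfections, the mean log2 ratios of the list had a median of 1.28. On single arrays the median of the list ranged from -0.66 to 4.93, with a middle value of 0.50. These values hold responses to the other treatments, so a dye bias cannot be told apart. A lower interferon response under genistein also stays open.

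Reported miR-34a targets. The paper reports higher miR-34a after genistein treatment in DU145. In DU145 the median of 18 measured targets was 0.66, at percentile 100, with 15 genes above 0, and in PC3 it was 0.01, at percentile 34.5. Over both lines the median was 0.29, at percentile 97.9. HDAC1, which Table S1 also holds, was lower in both lines. Under the other normalizations the median in DU145 stayed at 0.40 or higher, and over other treatments it was 0.10, which argue against the dye normalization and a dye bias. A fall of these targets in DU145 was not found. The list came from general knowledge and holds few genes.

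Glycolysis, hypoxia and reference genes. The median of the 12 glycolysis genes of Table S2 was -0.80 over the averages, at percentile 0. It was closest to 0 with median centring in DU145, at -0.47, still at percentile 0. Because the test set in advance asked for less than -0.5 in both lines under every normalization, it cannot tell whether the dye normalization contributed. The 15 hypoxia genes, 4 of which are in Table S1, had a median of -0.34 in PC3 and -0.03 in DU145. Over the averages this was -0.08, at percentile 29.3, and median centring turned it to 0.19. The 11 reference genes had a median of -0.37 in PC3 and 0.04 in DU145, and -0.16 over the averages, at percentile 16.5, which median centring turned to 0.18. Among them PGK1 and GAPDH were lower in both lines under the 3 other normalizations, whereas RPLP0 was higher.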
